A study of Mus musculus with 6 samples. Its data were reported in "Proteomic and Transcriptomic Changes in Hibernating Grizzly Bears Reveal Metabolic and Signaling Pathways that Protect against Muscle Atrophy" (2019).

How the data were processed

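Gene expression was measured in the gastrocnemius muscle of adult mice 14 days after a piece of the left sciatic nerve had been removed. The muscle of the right leg, which kept its nerve, was the control. There were 3 denervated and 3 control samples, each hybridized to 1 Illumina mouse bead array, and the description of each sample in the deposited labels gave its group. The labels gave replicate numbers 1 to 3 in each group without saying that a number marks a mouse, and they did not give the number of mice. All 6 arrays lay on 1 chip, with the groups in separate stretches of positions, so that position and group could not be told apart.

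Total RNA was extracted, depleted of ribosomal RNA, amplified into biotin-labelled cRNA and hybridized, and the authors read and summarized the arrays in GenomeStudio. Per the file headers, the deposited table held for each of 25697 probes a linear signal intensity averaged over beads, the standard error of that intensity, the number of beads and a detection p-value. The detection p-value ranked a probe against the negative control beads of its array in the authors' software. The deposited intensity values had not been background-subtracted or normalized between arrays, since no value was below 0 and the distributions differed between arrays. A second deposited table held the authors' quantile-normalized intensity values, whose median was 163.5 to 163.9 on every array and which correlated with the first table at 0.99947 or more (log2 scale, across probes of 1 array). It was used as an alternative only. No column of sample values was left out (0 columns).

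The signal intensities were background-corrected with the normal-exponential model estimated from the detection p-values, offset by 16, quantile-normalized and log2-transformed (neqc in limma 3.58.1, R 4.3.3). A probe was kept when its detection p-value was under 0.05 on at least 3 of the 6 arrays, whichever the group, which left 12546 probes. Gene names came from the platform annotation supplied with the series. It gave 1 gene for 23978 probes, none for 1719 and several for 0, and 23962 probes were matched by Entrez gene number to a RefSeq gene table of mouse assembly GRCm38.p6, which changed 0 symbols. Coordinates were not used. A gene was represented by its kept probe with the highest mean over all 6 arrays, which gave 8740 genes. Of these, 2258 had several kept probes, which were called in opposite directions in 25 genes and called in part only in 680.

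The comparison of denervated with control was a linear model with empirical Bayes moderation (lmFit and eBayes in limma) over all kept probes, with Benjamini-Hochberg adjustment and a threshold of 0.05. Fold changes are on the log2 scale, denervated minus control, with the standard error (SE) of the model. Because of the offset they understate the change of dim probes. Where the representing probe of a gene was above background on no array of a group, the fold is a bound written as "at least": the mean of the brighter group against the mean, per array, of the higher of the probe's own value and the lowest value among probes above background. The highest signal on an array lay between 69263 and 71358. The value of 60000 for the ceiling was chosen after the array maxima had been seen. Probes above 60000 on every array of both groups were treated as near the ceiling of the scanner and given no fold, and where this held in the brighter group only the fold is also a bound.

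Before the data were examined, 28 gene lists, the tests and their alternatives were fixed, as was the rule for the genes named in the text. The rule took the 10 largest rises and 10 largest falls past the threshold whose 3 denervated values did not overlap the 3 control values, passing over placeholder symbols, up to 4 members with the largest changes from each list, and every gene of the list drawn from the text of the study. Genes named outside the rule are given as members of a list or were chosen after their values were seen. Lists were compared with all other kept genes by camera with a preset correlation between genes of 0.01, two-sided and adjusted over the lists. Camera with the correlation estimated from the data, and fry, which asks whether the genes of a list move one way on balance without comparing them with other genes, were run beside it. The 17 lists of the closing part were written after the data had been seen.

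The alternatives were no background correction, an offset of 50, no quantile normalization, the authors' quantile-normalized values, which also differ in background correction and offset, 3 other filters on dim probes, the replicate number as a block, a t-test per probe, without adjustment and with it, moderation with a trend and robust estimation, the mean of all kept probes of a gene, and leaving out each array in turn. The methods of the study give a threshold of p under 0.05 for the arrays but name no test for them. The t-test, with equal variances and on the background-corrected values, was therefore chosen here. A scaling to 1 median over the probes detected on all 6 arrays, and lists without probes near the ceiling, were added after the data had been seen. The fit was tested on simulated data with the means and spreads of the 12546 kept probes, in which 50 probes were changed at each of 4 sizes. It recovered 20% of the probes planted with a log2 change of 0.5, 64% at 1, 98% at 2 and 100% at 4, with 12 false calls among 153. In the data 5377 probes were called. With so few changed probes in the simulation the adjustment was stricter there, so these shares do not carry over to the data. Of 5 simulated lists of 30 probes shifted by 0.8, camera called 5, and it called 0 of 20 unshifted lists, but the simulated probes varied independently of each other, unlike measured genes. The number of arrays limits the precision. Values were plotted with matplotlib 3.10.9.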

Results

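To describe the response of mouse muscle to the loss of its nerve, mRNA levels were compared between 3 denervated and 3 control gastrocnemius muscles 14 days after the sciatic nerve lesion. Each array measured 25697 probes with about 40 beads per probe, and between 11551 and 12785 probes were above background on an array. The denervated arrays were brighter: the 95th percentile of the signal was 4048, 4000 and 4033 on the denervated arrays and 2906, 2896 and 3022 on the control arrays before normalization. Replicates of a group correlated at 0.9878 to 0.9939 across kept probes. The sources used here do not say how many mice gave the samples, so the p-values measure the spread between these 3 samples per group.

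The largest rises were found for Krt18, a keratin of simple epithelia, for Ankrd1, a stress-responsive protein of the sarcomere, and for the small GTPase Rrad. Krt18 was at least 53.3-fold higher in denervated muscle, Ankrd1 rose by 6.28 ± 0.30 (log2 fold change ± SE, n = 3 per group; 77.6-fold) and Rrad by 5.60 ± 0.35. The keratin Krt8 (5.42), the calcium-binding protein S100a8 (5.37), Fez1 (5.34), the growth arrest gene Gadd45a (5.26), Cpne2 (4.65) and the fetal acetylcholine receptor subunit Chrng (4.65) also rose, and the Bmp ligand Gdf5 was at least 15.3-fold higher. The largest falls were found for Odf3l2, which fell by 5.81 ± 0.34, for the potassium channel subunit Kcng4, at least 25.6-fold lower, and for Cntnap2, at least 25.2-fold lower. Gdap1 (-4.47), Perm1, a regulator of mitochondrial genes in muscle (-4.38), Cmbl (-4.17), Mlf1 (-3.61) and the receptor activity-modifying protein Ramp1 (-3.53) fell too. The lactate transporter Slc16a3 was at least 10.8-fold lower by its brightest probe, but its other kept probe, which was above background in denervated muscle, gave -0.41. The myelin gene Ncmap was at least 6.69-fold lower. The adjusted p of these 20 genes was 3.5e-05 or less (limma).

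In total, 3829 of 8740 genes passed the threshold, 1937 higher and 1892 lower in denervated muscle, so that 50.6% of the calls were rises. By the log2 fold change of the model, 521 of the changed genes were more than 2-fold higher and 519 more than 2-fold lower. These counts did not use the bounds, and for some genes at background, such as Fgf5 and Cxcl10, the bound is under 2-fold. The representing probe of 169 of the higher genes was above background on no control array. The 3 denervated values lay all above or all below the 3 control values in 55% of all genes, where chance gives 10%. Among the changed genes, which were selected by a test on these same values, the share was 99%. The balance of rises and falls depended on scaling: when the arrays were shifted to 1 median in place of quantile normalization, the median of all genes moved to 0.20 and 73.2% of 4158 calls were rises, against 50.6% of 3829. With 1 median over the probes detected on all 6 arrays, a scaling added after the data had been seen, 43.9% of 4005 calls were rises. Of the 28 lists 14 passed the test at the preset correlation, but so did 6 to 15 lists in the other 9 splits of the arrays into groups of 3, which gave 0 changed genes but still set 2 denervated arrays against 1. Changes below are given relative to a median of all genes of -0.0033 and counts adjusted over the list alone are added where they differ.

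**Figure D1:**
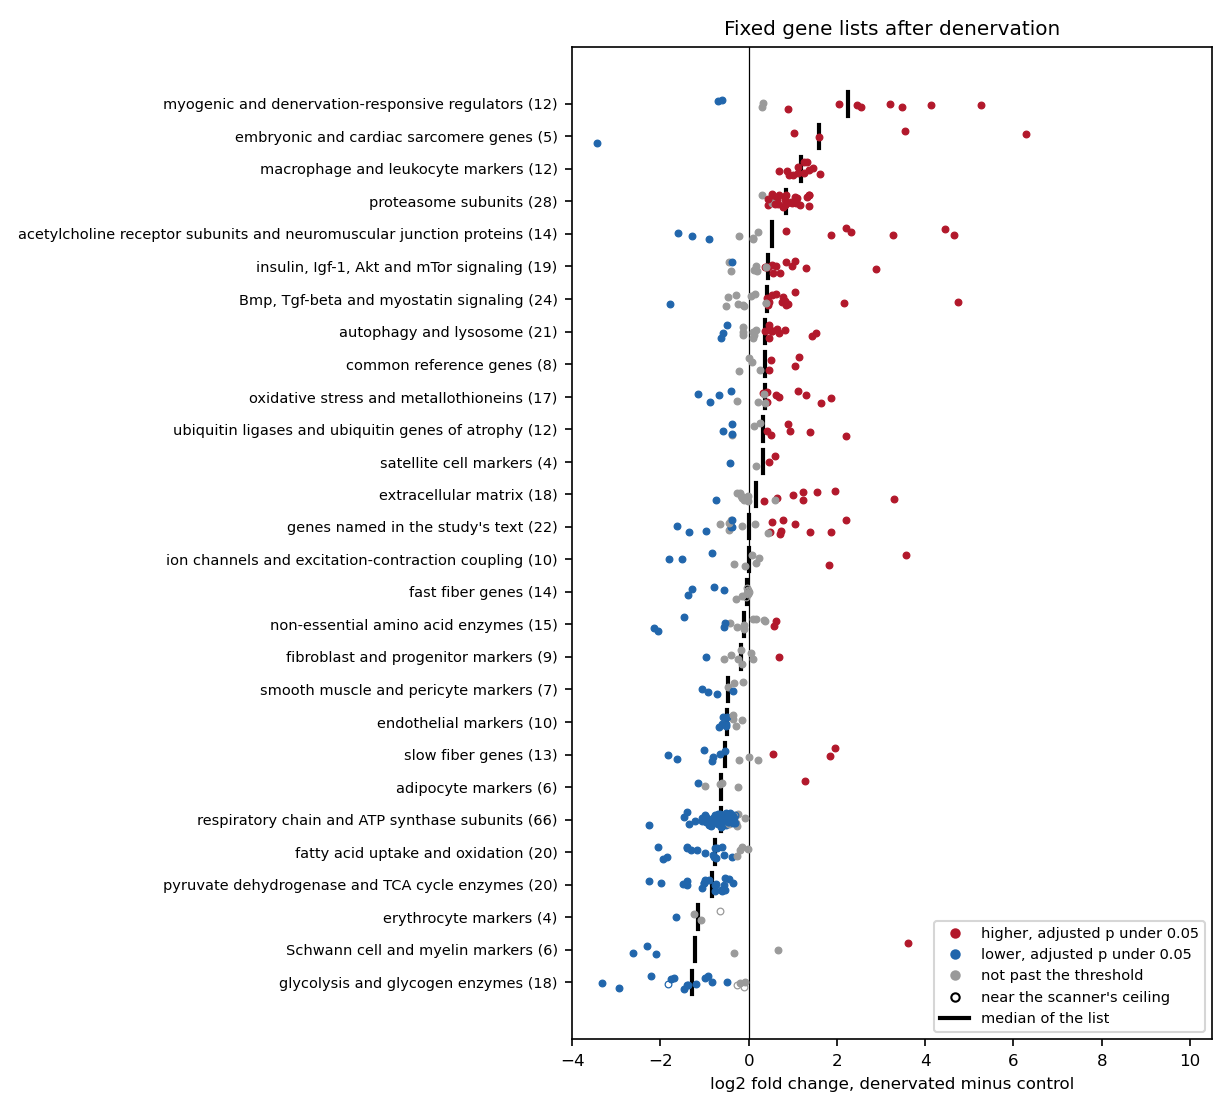
Log2 fold change (denervated minus control, horizontal axis) of every kept member of the 28 gene lists fixed in advance, with the number of kept members in brackets; each point is 1 gene, colored by its call, open points are near the ceiling of the scanner in one group or both and vertical bars are list medians. All 20 kept enzymes of the TCA cycle list lie below 0, and all 12 kept macrophage and leukocyte markers lie above 0.

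Genes of the neuromuscular junction moved in both directions. Of 14 kept members, 7 rose, 3 fell and 4 passed the threshold in neither direction. The acetylcholine receptor subunits Chrna1 (4.45 ± 0.11, 21.9-fold, but 1.74 by another kept probe), Chrng (4.65 ± 0.19) and Chrnb1 (2.20) rose and Chrnd was at least 2.63-fold higher, together with the cell adhesion gene Ncam1 (3.26, and 0.82 by its other kept probe) and the receptor kinase Musk (1.86). The adult subunit Chrne (-0.90) fell, and the esterase Ache was at least 2.04-fold and its anchor Colq at least 1.79-fold lower. As a group the list was higher (camera, adjusted p = 0.0274; adjusted p = 0.241 with an estimated correlation; 0.0549 without control replicate 2). The myogenic and denervation-responsive regulators were higher as well (adjusted p = 0.000455; adjusted p = 0.241 with an estimated correlation), with 8 of 12 members higher and 2 lower. Gadd45a rose by 5.26 ± 0.12, the myogenic factors Myog (3.48 ± 0.34, and 1.08 by its other kept probe), Myf6 (2.56) and Myod1 (2.05), the deacetylase Hdac4 (2.45) and the cell cycle inhibitor Cdkn1a (3.19 ± 0.39) rose with it, and Runx1 was at least 12.1-fold higher. Hdac5 (-0.69) and Atf4 (-0.60) fell.

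**Figure D2:**
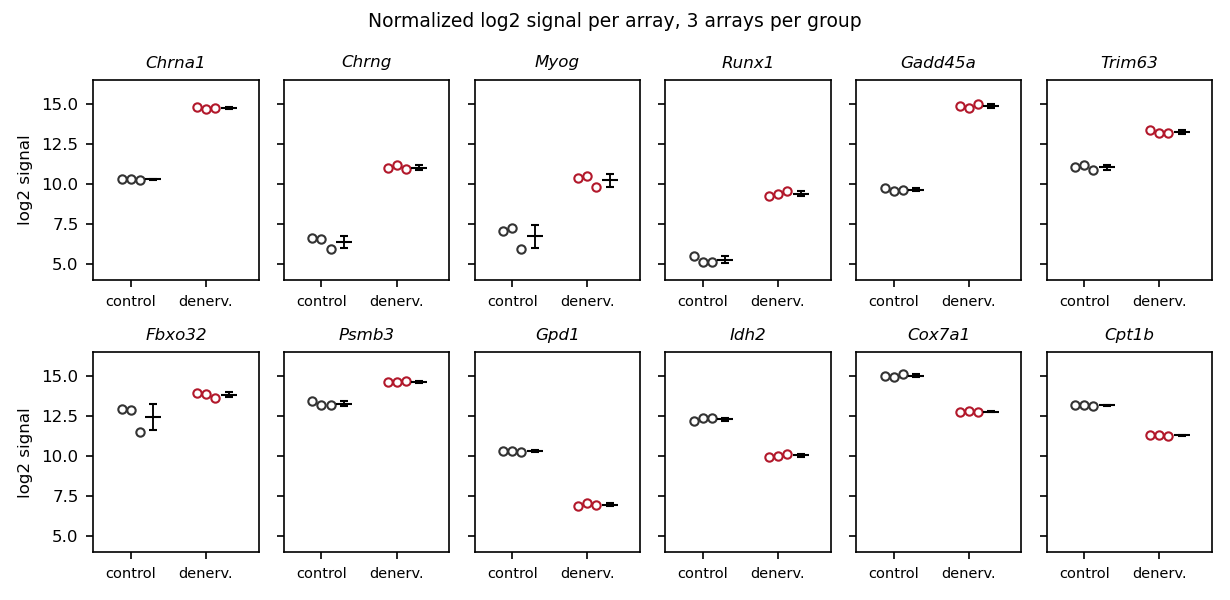
Normalized log2 signal (vertical axis) of 12 genes on each control (dark) and denervated (red) array; circles are single arrays, and the bar beside them is the mean with the standard deviation of 3 arrays. The groups do not overlap in any of the 12 genes, and Chrna1 lies at 10.3 in control and 14.8 in denervated muscle on average.

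The proteasome rose almost as a whole. Of 28 kept subunits, 26 rose and 0 fell (27 and 0 adjusted over the list alone), with a median of 0.84, and Psmd11 (1.37), Psmb3 (1.37), Psma7 (1.37) and Psmb1 (1.33) showed the largest rises. The list was higher by camera (adjusted p = 2.6e-10; 0.0337 with an estimated correlation). The muscle ubiquitin ligases Trim63 (2.21 ± 0.13, 4.64-fold) and Fbxo32 (1.38 ± 0.34, 2.61-fold) rose, as did the ligase Fbxo30 (0.89) and the proteasome-bound deubiquitinase Usp14 (0.94). The log2 fold change of Fbxo32 was 0.91 without control replicate 3, and its call was lost in 2 alternatives, at adjusted p of up to 0.103. The list of ubiquitin genes of atrophy as such did not pass the test (adjusted p = 0.155), with 6 members higher and 3 lower of 12 (6 and 4 adjusted over the list alone). Among the autophagy and lysosome genes 11 of 21 rose and 3 fell, led by the cathepsin Ctsl (1.53), the autophagosome protein Map1lc3a (1.44, and 0.47 by its other kept probe), the cargo receptor Sqstm1 (0.83) and Atg7 (0.68). That list was higher at an adjusted p of 0.0441, but at 0.241 with an estimated correlation, and the call was also lost without denervated replicate 3 (0.0683), control replicate 2 (0.0881) or control replicate 3 (0.0514), and with the replicate number as a block (0.0581). Macrophage markers, described below, had a median of 1.19 on the same arrays.

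Members of the growth signaling lists rose more often than they fell. In the insulin, Igf-1, Akt and mTor list 12 of 19 genes rose and 1 fell (13 and 1 adjusted over the list alone). The kinase Akt2 showed the largest change (2.89 ± 0.17, and 1.42 by its other kept probe). It was followed by the translation inhibitor Eif4ebp1 (1.30), the phosphoinositide 3-kinase subunit Pik3r3 (1.06) and the Igf-binding protein Igfbp5 (0.97). Grb2 fell by 0.38, a call that was lost in 8 alternatives. The list was higher at an adjusted p of 0.00385 (adjusted p = 0.213 with an estimated correlation). In the Bmp, Tgf-beta and myostatin list 13 of 24 genes rose and 1 fell (14 and 2 adjusted over the list alone; adjusted p = 0.0164, and 0.176 with an estimated correlation). Besides Gdf5, the Bmp target Id2 (2.17) and Tgfb1 (1.05) rose, while the activin receptor Acvr2b fell by 1.78 ± 0.12. Smad1 was represented by a probe that rose (0.63), but another of its probes fell.

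Genes of energy metabolism fell across pathways. All 20 kept genes of pyruvate dehydrogenase and the TCA cycle fell, with a median of -0.83, led by Idh2 (-2.27 ± 0.12, 4.81-fold), Idh3a (-1.98), Dlat (-1.50) and Mdh1 (-1.40). Of 66 respiratory chain and ATP synthase subunits 60 fell and 0 rose (64 and 0 adjusted over the list alone), with a median of -0.63. The largest falls were those of the muscle isoform Cox7a1 (-2.25 ± 0.11), Ndufb11 (-1.48, and -0.90 by its other kept probe), cytochrome c (Cycs, -1.40) and Cyc1 (-1.35). Of 18 glycolysis and glycogen genes 14 fell and 0 rose (15 and 0 adjusted over the list alone), with Gpd1 (-3.33 ± 0.11), Fbp2 (-2.93) and Tpi1 (-2.22) in the lead, while Eno3 was at least 3.53-fold lower, its control signal lying near the ceiling of the scanner. Of 20 fatty acid genes 16 fell and 0 rose, among them Acaa2 (-2.05), the fatty acid-binding protein Fabp3 (-1.94), Cpt1b, which controls entry of fatty acids into mitochondria (-1.86), and Decr1 (-1.41). The 4 lists were lower by camera (adjusted p between 5.54e-16 and 2.14e-07), and with an estimated correlation (0.0112 to 0.0479). Of 15 non-essential amino acid enzymes 5 passed the threshold as lower and 2 as higher (6 and 2 adjusted over the list alone). The transaminases Gpt2 (-2.16), Got1 (-2.05) and Gpt (-1.46) fell, but the list did not pass the test (adjusted p = 0.155). Asl is 1 of the genes counted as higher, but its signal lay so close to background in both groups that no rise was shown.

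The signal of many abundant fast fiber genes could not show a change. Of 14 kept fast fiber genes 7 lay near the ceiling of the scanner, including Actn3, Atp2a1, Myl1, Mylpf, Pvalb, Tnnc2 and Tnni2. Mylk2 (-1.38), Casq1 (-1.29), Mybpc2 (-0.79) and Tpm1 (-0.56) fell and 0 genes rose, with an adjusted p for the list of 0.0821, or 0.0196 with the probes near the ceiling left out (adjusted p = 0.206 with an estimated correlation), and it was called in 9 alternatives in all. The call of Tpm1 was lost without denervated replicate 2 (adjusted p = 0.0503), denervated replicate 3 (0.0577) or control replicate 2 (0.0684). Of 13 slow fiber genes 7 fell and 3 rose (adjusted p = 0.117, but called in 4 alternatives, at adjusted p down to 0.00577 by fry, and adjusted p = 0.518 with an estimated correlation): the ventricular light chains Myl2 (-1.83) and Myl3 (-1.62) fell, whereas the stretch-responsive genes Csrp3 (1.96) and Ankrd2 (1.84) rose. Among 5 embryonic and cardiac sarcomere genes Ankrd1, the embryonic light chain Myl4 (3.55), Myl6b (1.60) and the perinatal myosin Myh8 (1.03) rose and cardiac actin, Actc1, fell by 3.44 ± 0.21. That list was higher at an adjusted p of 0.0368 (adjusted p = 0.241 with an estimated correlation; 0.0514 without control replicate 3). Of 10 ion channel and excitation-contraction genes the calcium pump regulator Sln (3.56 ± 0.22) and Cacng1 (1.82) rose and the chloride channel Clcn1 (-1.82) and the junctophilins Jph2 (-1.52, and -0.93 by its other kept probe) and Jph1 (-0.83) fell, and the list did not pass the test (adjusted p = 0.87).

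In the oxidative stress list 9 of 17 genes rose and 4 fell (11 and 4 adjusted over the list alone; adjusted p = 0.107, but called in 2 alternatives, and 0.244 with an estimated correlation). The metallothioneins Mt1 (1.86) and Mt2 (1.63), which are near-identical and may share signal, and the transcription factor Nfe2l2 (1.29) rose, and Txnip fell by 1.14. Of 18 extracellular matrix genes 8 rose and 1 fell (9 and 1 adjusted over the list alone; adjusted p = 0.0596). The protease inhibitor Timp1 (3.30), tenascin C (Tnc, 1.95, and 0.92 by its weakest probe), lysyl oxidase (Lox, 1.56) and Col3a1 (1.23, and 0.72 by its other kept probe) rose, whereas Col1a1 fell by 0.73. The matrix list passed the threshold in 10 alternatives, 3 of them with 1 array left out, at adjusted p down to 0.00669, but its adjusted p was 0.598 with an estimated correlation.

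Markers of other cell types moved apart. All 12 kept macrophage and leukocyte markers rose, with a median of 1.19, among them the complement gene C1qb (1.62), Lyz2 (1.46), whose near-identical paralog Lyz1 may share its signal, Tyrobp (1.37) and Cd52 (1.31) (adjusted p = 4.29e-06, and 0.238 with an estimated correlation). Of 10 endothelial markers 6 fell and 0 rose (7 and 0 adjusted over the list alone), with a median of -0.50, including Cdh5 (-0.67), Egfl7 (-0.60, but called by 1 of its 3 kept probes only), Pecam1 (-0.58) and Emcn (-0.52) (adjusted p = 0.0158, and 0.276 with an estimated correlation). The calls of Egfl7 and Emcn were lost in several fits with 1 array left out, at adjusted p of up to 0.0778 and 0.0809. Of 7 smooth muscle and pericyte markers Myh11 (-1.06), Tagln (-0.92), Cspg4 (-0.71) and Rgs5 (-0.35) fell (adjusted p = 0.0368, 0.393 with an estimated correlation, 0.0695 without denervated replicate 3 and 0.0549 without control replicate 2). Rgs5 was not called without denervated replicate 1 or 2 or control replicate 2 or 3 (adjusted p of 0.072 to 0.137). The Schwann cell and myelin list split: Mbp (-2.62) and Pmp22 (-2.10) fell and Mal was at least 3.96-fold lower, whereas Ngfr, the neurotrophin receptor of Schwann cells without axons, rose by 3.62 ± 0.22 (adjusted p of the list = 0.443). Of the 3 kept Mbp probes 1 rose by 0.66.

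The remaining cell type lists did not pass the test. Among 6 adipocyte markers Car3, which muscle fibers also express, rose by 1.28 and Lep fell by 1.14 (1 higher and 2 lower adjusted over the list alone; adjusted p = 0.472). Among 9 fibroblast markers Mfap5 rose (0.69) and Gsn fell (-0.96; 1 higher and 0 lower adjusted over the list alone; adjusted p = 0.472). Among 4 satellite cell markers Sdc4 (0.59) and Itga7 (0.47) rose and Chodl fell by 0.42 (adjusted p = 0.487), with Sdc4 not called without denervated replicate 1 or 2 or control replicate 3 (adjusted p of 0.0502 to 0.0697). Among 4 erythrocyte markers Alas2 fell by 1.66 (0 genes adjusted over the list alone; adjusted p of the list = 0.155, and 0.598 with an estimated correlation), and its call was lost in 4 fits with 1 array left out, at adjusted p of 0.0631 to 0.0993, with a log2 fold change of -1.01 without denervated replicate 3. The erythrocyte list was called in 3 alternatives, among them the fit without denervated replicate 2 (adjusted p = 0.0337), and its median ran from -1.64 to -0.58 with 1 array left out. Of 8 common reference genes Hprt (1.14), Gusb (1.04, and 0.63 by its weakest probe), Ywhaz (0.50) and Tbp (0.47) were higher in denervated muscle and 0 were lower (adjusted p = 0.0821, but called in 2 alternatives, and 0.276 with an estimated correlation). Their direction held under every scaling tried. Tbp was not called without denervated replicate 2 (0.0723) or control replicate 1 (0.0548).

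Last, a list of genes drawn from the text of the study was examined, only some of which it compared across atrophy models. Because the study drew part of this list from a comparison that includes these samples, it is not independent evidence. Of 22 kept genes 9 rose and 6 fell (10 and 6 adjusted over the list alone; adjusted p = 0.658). Besides Trim63, Fbxo32, Mt1 and Pik3r3, rises were found for Pa2g4 (0.77), Rassf1 (0.74, and 0.37 by its other kept probe), Sgk1 (0.70), the mTor inhibitor Deptor (0.53) and the nuclear receptor Rora (0.48). Myl3 (-1.62), Cyc1 (-1.35), Gsn (-0.96), Rnf11 (-0.41), Grb2 (-0.38) and Ube2b (-0.37) fell, but the mean of the Ube2b probes was -0.03 (adjusted p = 0.818), and Gsn stood at -0.56 without control replicate 1. Pdk4, the kinase that inhibits pyruvate dehydrogenase, had a log2 fold change of 0.15 ± 0.21 (adjusted p = 0.6) and Serpinf1 of -0.16 ± 0.11 (adjusted p = 0.27). The value of Pdk4 ran from -0.03 to 0.34 with 1 array left out. Serpinf1 passed as lower in the alternative with the equal-variance test per probe, without adjustment (unadjusted p = 0.0216). That test was chosen here and is not named in the methods, so this call is not the study's own. The log2 fold change of Serpinf1 was 0.02 without quantile normalization. The values of Scd1 (-0.64), Scd2 (-0.45), Irs1 (-0.40), Irs2 (-0.46) and Mybpc1 (0.45) did not pass the threshold either, but Mybpc1 was called higher in 8 alternatives, at adjusted p down to 0.0243. With 1 array left out these values ran from -0.99 to -0.35 for Scd1, -0.91 to -0.18 for Scd2, -0.59 to -0.23 for Irs1, -0.64 to -0.18 for Irs2 and 0.28 to 0.60 for Mybpc1. With 1 array left out the calls of Ube2b, Gsn, Grb2, Rnf11, Rora, Sgk1 and Deptor were each lost at least once, at adjusted p of up to 0.111, and those of Scd1 (0.00998 without denervated replicate 1), Scd2 (0.0018 without control replicate 1), Irs1 (0.0459 without denervated replicate 2), Irs2 (0.0461 without control replicate 3) and Mybpc1 (0.0281 without control replicate 3) were gained. Over all alternatives the call of Ube2b was lost in 9, those of Grb2 and Sgk1 in 8 each and that of Gsn in 7. Tnni3, Arid5b and Angpt4 were above background on at most 1 array, and Myh7b, Ppia and Nrg2 were not named on the array in the annotation used here.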

Values the study reported

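The study compared hibernating bear muscle with several atrophy data sets, among them denervated mouse muscle, and reported 18 genes regulated only during hibernation. In the bear muscle itself it reported 208 genes regulated in hibernation among 4873 annotated genes.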

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

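The tests of the S100a8, macrophage marker and myelin patterns were chosen after the results had been seen. Outside the comparison by gene, 704 kept probes had no gene name, and 157 of them were higher and 139 lower in denervated muscle. They stood out as signal that no named result covers.

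S100a8 rose by 5.37 ± 0.45 while its dimer partner S100a9 fell by 1.49 ± 0.39, although in control muscle both were brighter on replicates 1 and 2 than on replicate 3. More neutrophils would raise both and the other neutrophil genes alike. The 6 kept of 21 neutrophil markers other than S100a8 had a median of -0.15 and ranged from -1.49 to 0.76. The lowest of them is S100a9, which is itself part of the pattern. Of the rest, Lcn2 (0.76) passed the threshold as higher, Trem1 (-0.66) as lower and the others in neither direction. No kept marker rose nearly as much as S100a8, but so few markers do not exclude that neutrophils contributed. Other blood cells were not tested. S100a8 has 1 probe on the array, so another transcript bound by that probe cannot be excluded. Transcription of S100a8 in another cell type after denervation also stays open and was not tested.

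All 12 kept macrophage and leukocyte markers rose, with a lower quartile of 0.99. A lower share of muscle fiber RNA alone would raise every other cell type alike, but the 17 endothelial and smooth muscle markers had a median of -0.48 and an upper quartile of -0.34, and 17 were below 0. A fall of vessel cells or of their transcripts could hide such a rise, so these values do not exclude a part of it. The markers' median exceeded that of all genes by 0.87 or more under 5 settings with another scaling or background correction. This does not test the scaling of the brighter denervated arrays. A shift of a whole array cancels in this excess, and the other settings kept quantile normalization. The values show only that the markers rose relative to the median gene. More macrophages, more of these transcripts per cell or a lower share of muscle fiber RNA may underlie the rise, and the arrays do not separate these sources. Position on the chip ran with the group and cannot be told apart from it.

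Most myelin genes fell while genes that Schwann cells without axons express rose. Of 12 myelin genes 9 fell, and Gldn (1.83) and Mpp6 (0.64) rose (median -2.01; adjusted p of the list = 0.00423, and 0.421 with an estimated correlation). Without any 1 array the median stayed at -1.84 or below, although control replicate 1 was the dimmest control array for them. Less nerve tissue in the denervated samples stays open for the fall of the myelin genes, because 0 of 5 Schwann cell identity genes were kept. Of 12 repair genes 10 rose and 0 fell (median 2.06; adjusted p of the list = 1.14e-06, and 0.254 with an estimated correlation). Both lists were written after the data had been seen and hold genes whose change was already known. Among these are Ncmap, Mbp, Mal and Pmp22 in the myelin list and Ngfr and Ncam1 in the repair list. The p-values of the 2 lists are therefore not independent support. No biological explanation of either part was tested.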

How the results depend on the processing

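Across the alternatives fixed before the data were examined and the 2 added later, the number of changed genes stayed within 1.5 times of 3829, from 2993 to 4158. Without quantile normalization 3042 genes were higher and 1116 lower, as the median of all genes moved to 0.20, and 79.5% of the calls kept their direction and side. With 1 median over the probes detected on all 6 arrays, 1757 were higher and 2248 lower. Leaving out 1 array gave 2993 to 3449 changed, 1518 to 1754 higher and 1475 to 1696 lower genes. The t-test chosen here called 4126 genes at an unadjusted p under 0.05 and 3007 after Benjamini-Hochberg adjustment. Camera with an estimated correlation put 5 of the 28 lists past the threshold against 14, and fry 21. The other settings gave 11 to 19 lists, with 11 to 16 when 1 array was left out. Under no alternative did a called list or named gene turn its direction: of 2472 values of named genes 2369 kept their side of the threshold, 90 lost it and 13 gained it, and of 616 values of lists 561 kept it, 23 lost it and 32 gained it. The cause of the single losses was not tested.

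Of the 10 splits of the 6 arrays into groups of 3, 1 gave as many changed, higher or lower genes, the real one, and the other splits gave 0. The other splits mix denervated and control arrays in each group. The difference between denervated and control then adds to the spread within the groups, so these 0 calls say little. For the lists 2 splits gave as many as the real 14: the other 9 gave 6 to 15, although each of them sets 2 denervated arrays against 1 and so keeps part of the group difference. The 10 splits are too few for a share under 0.05. The replicate numbers did not pair the samples by the rule fixed in advance, that all equally numbered arrays deviate from their group means with a correlation over 0.1, the correlations being -0.0167, 0.161 and 0.164. Differently numbered arrays gave correlations from -0.235 to 0.132, so pairing by the replicate number was not excluded. With the number as a block the fit gave 3794 changed genes, 1911 higher and 1883 lower, and 14 lists. It lost the autophagy list (adjusted p = 0.0581), Rgs5 (0.0648) and Ube2b (0.051) and gained the erythrocyte list (0.0465) and Mybpc1 (0.0407). Signal over background limits the dim genes, the representing probe of 169 rises and 67 falls having no signal above background in one group (in 6 of these genes another probe had it), and 11 genes near the ceiling could show no change.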

Other observations

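The gene groups described here were listed after the data had been seen, and so were the tests on them. Potassium channel genes moved in both directions: besides Kcng4, whose other kept probe gave -2.20, Kcna7 (-2.93), Kcnc1 (-2.58, and -0.93 by its other kept probe), Kcnab1 (-2.40, with 1 of its 3 probes at -0.01) and Kcnj12 (-2.18) fell, while Kcnk5 (4.22) and Kcne1l (3.44) rose. Of 28 kept subunits 6 rose and 9 fell (6 and 10 adjusted over the list alone). Among 15 chemokine genes 9 rose and 4 fell, and the monocyte attractants Ccl8, Ccl12 and Ccl7 were at least 13.6-fold, 2.87-fold and 2.74-fold higher. The antigen-presenting genes H2-Aa (1.46), H2-Eb1 (1.26) and H2-Ab1 (1.19) rose, in a list of 16 histocompatibility genes with 5 rises and 1 fall (5 and 0 adjusted over the list alone). The macrophage and leukocyte markers rose on the same arrays, with a median of 1.19. The small heat shock genes Hspb8 (2.26), Hspb7 (1.97) and Hspb1 (1.40) rose and Hspb2 fell by 0.82. In polyamine metabolism Amd2 (-3.48) and Smox (-3.14) fell while Srm (0.85) and Odc1 (0.78) rose, and Amd2 has a near-identical copy, so that its probe was not shown to be specific. As lists, the potassium channel, chemokine, histocompatibility, heat shock and polyamine genes did not pass the test (adjusted p of 0.0882 to 0.466).

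Genes of the translation machinery were listed in the same way. Of 59 cytosolic ribosomal protein genes 19 rose and 4 fell (19 and 3 adjusted over the list alone), and the muscle-specific Rpl3l fell by 2.12 while its paralog Rpl3 rose by 1.51 (adjusted p of the list = 0.00776, and 0.283 with an estimated correlation). Of 70 mitochondrial ribosomal protein genes 27 fell and 4 rose (adjusted p = 0.00423, and 0.283 with an estimated correlation). The initiation factor list was drawn by gene symbol and also holds regulators of these factors, such as the kinase Eif2ak1 and the translation inhibitor Eif4ebp1 (1.30). Of its 39 genes 16 rose and 4 fell (18 and 4 adjusted over the list alone; adjusted p = 0.0167, and 0.254 with an estimated correlation). Of 16 aminoacyl-tRNA synthetase genes 5 rose and 2 fell, and the list did not pass the test (adjusted p = 0.135). Of the repair genes of Schwann cells, Olig1, Gdnf, Shh, Fgf5 and Gap43 were above background on no control array. They were at least 15.1-fold, 7.86-fold, 4.41-fold, 1.63-fold and 1.09-fold higher, in that order. The repair list also holds Ncam1, a member of the neuromuscular junction list, and Gdnf and Jun, which muscle tissue also expresses.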
